# A Decline in p38 MAPK Signaling Underlies Immunosenescence in *Caenorhabditis elegans*

**DOI:** 10.1371/journal.pgen.1002082

**Published:** 2011-05-19

**Authors:** Matthew J. Youngman, Zoë N. Rogers, Dennis H. Kim

## Abstract

The decline in immune function with aging, known as immunosenescence, has been implicated in evolutionarily diverse species, but the underlying molecular mechanisms are not understood. During aging in *Caenorhabditis elegans*, intestinal tissue deterioration and the increased intestinal proliferation of bacteria are observed, but how innate immunity changes during *C. elegans* aging has not been defined. Here we show that *C. elegans* exhibits increased susceptibility to bacterial infection with age, and we establish that aging is associated with a decline in the activity of the conserved PMK-1 p38 mitogen-activated protein kinase pathway, which regulates innate immunity in *C. elegans*. Our data define the phenomenon of innate immunosenescence in *C. elegans* in terms of the age-dependent dynamics of the PMK-1 innate immune signaling pathway, and they suggest that a cycle of intestinal tissue aging, immunosenescence, and bacterial proliferation leads to death in aging *C. elegans*.

## Author Summary

Aging is associated with a diminished capacity to resist infection in evolutionarily diverse species including humans, mice, and fruit flies. Few studies have addressed the underlying genetic and molecular basis of this phenomenon. Here we examined immune function during aging in the nematode *Caenorhabditis elegans*, which we demonstrate exhibits a progressive age-dependent increase in susceptibility to the human pathogen *Pseudomonas aeruginosa*. Our studies suggest that, during aging in *C. elegans*, the activity of the PMK-1 p38 mitogen-activated protein kinase pathway, a conserved pathway involved in pathogen defense, sharply declines. We propose a model in which age-related damage to intestinal tissue impairs immune function and therefore promotes infection, which in turn amplifies tissue damage, thus setting in motion a self-perpetuating cycle that gradually erodes host defense.

## Introduction

Aging is associated with increased mortality from infection in evolutionarily diverse species [1]. These observations have been attributed in part to an age-associated decline in immune function, termed immunosenescence. In vertebrates, a marked decrease in T cell receptor diversity associated with thymic involution during aging is a major contributor to the immunosenescence of the adaptive immune system [2]. Age-related changes of the innate immune system and their influence on susceptibility to infectious diseases are less well understood. Dysfunction of innate immune function later in life is associated with “inflammo-aging,” a phenomenon in which an aberrant increase in the production of pro-inflammatory cytokines can contribute to tissue damage [3]. Such dysregulation may promote disease, as suggested in a recent report indicating that increased inflammatory signaling through Toll Like Receptor 3 contributes to increased pathology in West Nile Virus infection in the elderly [4]. Changes in the amplitude of immune signaling activity during aging have also been observed in invertebrates. For example, in aging *Drosophila* basal immune signaling is constitutively increased, yet immune responses induced by bacteria appear to be attenuated [5], and older flies are more susceptible to infection [6].

Studies of aging in *Caenorhabditis elegans* have revealed several biomarkers associated with aging, including increased intestinal proliferation of the relatively non-pathogenic *Escherichia coli* strains that are used as food sources during assays of animal longevity. Intact bacterial cells are rarely detected within the intestinal lumen of younger animals, but ultrastructural analysis of aging *C. elegans* has revealed discrete areas of bacterial packing and local catastrophic plasma membrane disruption events, along with extensive deterioration of intestinal tissues [7], [8]. There is evidence to suggest that the accumulation of *E. coli* within the intestinal lumen during aging is a cause of death in older animals because *C. elegans* propagated on killed or non-dividing *E. coli* live longer than animals propagated on live *E. coli* [7], [9]. These data suggest that bacterial pathogenesis is a major contributor to aging and mortality in *C. elegans* and raise the possibility of an age-dependent decline in immune function during aging.

Innate immunity in *C. elegans* is regulated by a conserved PMK-1 p38 mitogen-activated protein kinase (MAPK) pathway [10] that is required for resistance to a diverse range of pathogenic bacteria and fungi [10], [11]. PMK-1 regulates the transcription factor ATF-7, which activates intestinal expression of genes encoding proteins that contribute to host defense such as C-type lectins, lysozymes, and putative antimicrobial peptides [12]–[14]. While PMK-1 is critical for immune protection during larval development and early adulthood, its role in innate immunity during aging has not yet been investigated. In this paper, we report the results of genetic, gene expression profiling, and biochemical studies during aging in *C. elegans* which together demonstrate a marked decline in PMK-1 later in life. We suggest a model that involves a cycle of immunosenescence, increased bacterial infection and proliferation, and progressive intestinal tissue deterioration that accelerates mortality in aging *C. elegans*.

## Results

### *C. elegans* resistance to bacterial infection declines with advancing age

We began our study of the dynamics of innate immunity during aging by investigating the age-dependent variation in susceptibility of the *C. elegans* laboratory wild type strain N2 to *Pseudomonas aeruginosa* PA14, a human opportunistic pathogen that also kills *C. elegans* by an infection-like process in the intestine [15]. The lifespan of *C. elegans* wild type strain N2 propagated on the relatively non-pathogenic bacterial strain *E. coli* OP50 is approximately 21 days (Figure 1A). To determine how aging influences the susceptibility of *C. elegans* to infection, we challenged *C. elegans* with *P. aeruginosa* at the L4 larval stage (1 day pre-adulthood), and at Day 3, Day 6, and Day 9 of adulthood by transferring them from standard plates seeded with *E. coli* OP50 to plates seeded with *P. aeruginosa* PA14 (Figure 1B). Pathogen susceptibility was not assayed beyond this period because mortality begins to be observed after Day 12 of adulthood in *C. elegans* propagated on *E. coli* OP50 (Figure 1A). We observed a decline in the survival time of *C. elegans* adults transferred to *P. aeruginosa* with advancing age (Figure 2A). Our data are consistent with prior observations that aging *C. elegans* have diminished survival upon challenge with pathogenic bacteria [15]–[17] and establish that *C. elegans* exhibit a progressive age-dependent increase in susceptibility to infection.

The age-dependent increase in susceptibility of *C. elegans* to killing by *P. aeruginosa* suggests older animals have diminished protective responses to pathogenic bacteria, which may manifest as an accelerated accumulation of bacteria during infection. To test this possibility, L4 larval stage animals and Day 3, 6, and 9 adults were challenged with a strain of *P. aeruginosa* which expresses GFP. After exposure to GFP-expressing *P. aeruginosa* PA14, *C. elegans* were scored for the degree of bacterial accumulation within the intestinal lumen. We found that one day after an infection was initiated, over half of Day 9 adult *C. elegans* accumulate *P. aeruginosa* within at least a portion of their intestine, and that the intestine of some worms is completely filled with bacteria (Figure 2B). After the same duration of exposure to *P. aeruginosa*, 30% of Day 6 adults and less than 10% of Day 3 adults had accumulated detectable levels of GFP-expressing *P. aeruginosa* in their intestines. The rate of accumulation of *P. aeruginosa* within the intestine increases in an age-dependent manner and parallels the increased susceptibility to infection (Figure 2A), suggestive of a decline in immune function during aging.

**Figure 1:**
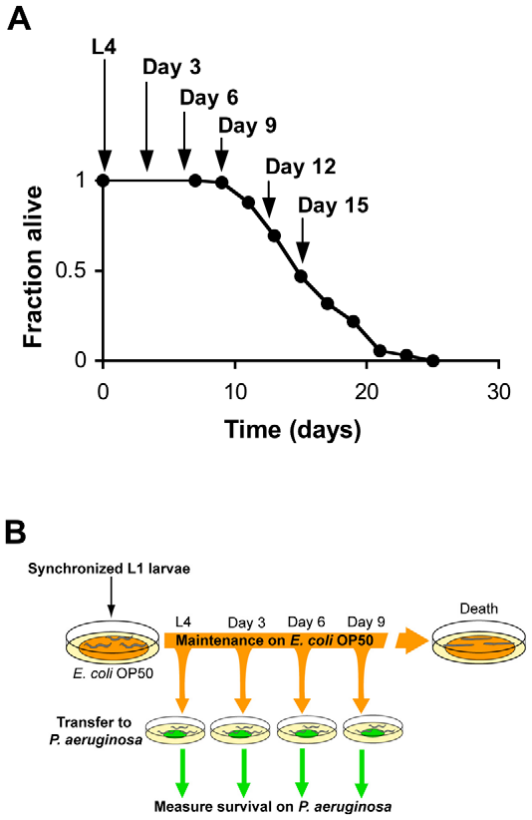
Systematic analysis of the survival of aging *C. elegans* upon challenge with pathogenic bacteria. (A) Survival of wild type strain N2 maintained on *E. coli* OP50 plotted as fraction of worms alive versus time. Arrows indicate ages of worms when *P. aeruginosa* infection was initiated, when reporter gene expression was examined, and/or when total RNA was harvested for microarray analysis. (B) Schematic of *P. aeruginosa* infection assay. At the indicated ages, subsets of worms from a synchronized population cultured on a lawn of *E. coli* OP50 were transferred to plates containing a lawn of *P. aeruginosa* PA14, and their survival was monitored twice daily thereafter.

**Figure 2:**
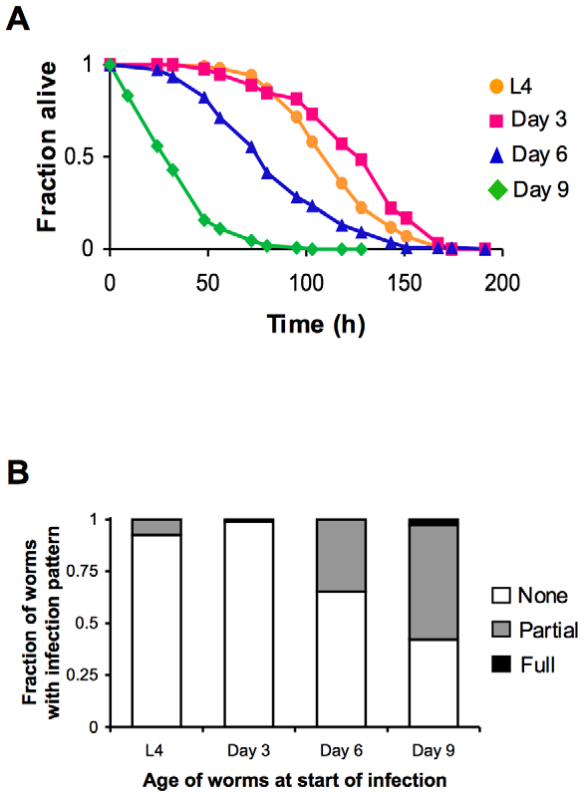
Increased susceptibility of *C. elegans* to lethal infection with aging. (A) Survival of wild type strain N2 transferred from *E. coli* OP50 to *P. aeruginosa* PA14 at L4 (orange), Day 3 (magenta), Day 6 (blue), or Day 9 (green) plotted as fraction of worms alive versus time. (B) Accumulation of *P. aeruginosa* within the intestinal lumen of *C. elegans* at ∼24 h post-infection. Wild type N2 strain late larval stage (L4) and adult worms were infected with a strain of *P. aeruginosa* that expresses GFP and then scored the next day according to the extent of bacterial colonization of the intestine. The pattern of *P. aeruginosa* infection in individual animals was classified as either “None” when no GFP-expressing *P. aeruginosa* could be detected in the intestine, “Partial” when *P. aeruginosa* colonization of the intestine was incomplete or was localized to a bolus, or “Full” when the intestinal lumen was completely packed with bacteria along its entire length.

### A decline in PMK-1 activity with intestinal tissue aging

We sought to identify the genetic determinants underlying the phenomenon of increasing susceptibility to infection with advancing age. Previously, microarray-based gene expression studies of aging *C. elegans* revealed numerous changes in gene expression during the aging process [18], [19]. Upon comparing these data with our previously reported microarray-based identification of PMK-1 p38 MAPK pathway transcriptional targets [13], we observed an enrichment for genes regulated by the PMK-1 p38 MAPK pathway among genes downregulated with aging. To explore this observation further and to identify genes downregulated during mid-to-late adulthood, we carried out a full-genome microarray analysis of aging *C. elegans*, analyzing gene expression levels in synchronized populations of N2 worms at Day 6 of adulthood and Day 15 of adulthood (Figure 3A). 

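Whole-worm RNA of the wild type N2 strain was measured on GeneChip *C. elegans* genome arrays, with 3 arrays of Day 6 adults, 3 of Day 15 adults and 3 of L4 larvae, which makes 9 arrays. The arrays of each age held RNA from 3 independently propagated populations. Adults were aged at 20°C on plates with 50 µg/ml FUdR, a drug that keeps eggs from hatching, and the L4 larvae had not been exposed to it. The authors amplified 100 ng of total RNA per array and obtained log2 expression values with GCRMA, which corrects the background by probe sequence and normalizes between arrays. Those log2 values were used here without the filter on present calls and without the subtraction of each gene's mean that the methods describe. Of the probe sets on the array, 20766 stand for 1 gene in the array's annotation, 887 for several genes and 972 for none. The probe set with the highest mean was taken for each of 17118 genes, and the 11758 genes whose mean reached 4 on the log2 scale in at least 1 age were tested. Medians of the 9 arrays lay between 5.42 and 5.73, and between 59.8% and 61.6% of the probe sets of an array were at 4 or above. Values under 4 lie near the background, so a fold against a mean under 4 is also given with values under 4 set to 4, which is its lower bound. The number of arrays limits the precision. Genes were compared between ages with limma in 1 fit of all 9 arrays, and are said to rise or fall where the adjusted p was under 0.05 (Benjamini-Hochberg, over the genes tested) and the change at least 2-fold. Groups of genes were tested with camera at a preset correlation of 0.01, and their p-values were adjusted over 29 lists. The lists come from general knowledge, and that of PMK-1-regulated genes also holds genes that the paper names and 2 from Table S1. They were fixed before the data were examined, since the paper's text does not give its own lists gene by gene. The values of Table S1 had been read by then, so members of a list that stand in Table S1 are not independent evidence of its direction.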

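The chemoreceptor gene sri-39 (F33H12.2) was among the genes with the largest rises from Day 6 to Day 15, from a log2 value of 3.23 to 9.85 (standard error of the change 0.25, adjusted p = 3.6e-07, n = 3 arrays per age), which is 57.5-fold with values under 4 set to 4. The antibacterial saposin-like gene spp-1 (T07C4.4) fell by 3.80 on the log2 scale (standard error 0.29, adjusted p = 1.2e-05), and by 1.98 with the mean of all probe sets of spp-1. The neuronal gene snt-1 (F31E8.2), which encodes synaptotagmin, fell by 1.68 (standard error 0.23, adjusted p = 3.1e-04), and by 1.04 with the mean of all probe sets of snt-1. Genes of ribosomal proteins had a median change of 0.10 over 74 genes (adjusted p = 0.174 from camera). Over the whole array, 1993 genes fell and 1929 rose by at least 2-fold. Those that fell make up 17% of the 11758 genes tested and 11.6% of the 17118 genes with a probe set of their own. Other large rises were those of Y41C4A.32, with a change of 5.86 (standard error 0.31, adjusted p = 1.7e-06), and of the F-box gene fbxa-125 (B0511.3), with a change of 5.70 (standard error 0.41, adjusted p = 8.7e-06), or 30.8-fold with values under 4 set to 4. Both were lower at Day 6 (5.32 and 3.25) than in L4 larvae (9.83 and 7.37).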

We found that when compared with expression levels at Day 6 of adulthood, approximately 12% of genes in the *C. elegans* genome (2535 genes) are downregulated by 2-fold or more by Day 15 (Figure 3A and Table 1). From this set of genes, we identified 379 that were downregulated by 10-fold or greater in Day 15 adults compared to expression levels in Day 6 adults (Table S1). 

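The largest falls included those of a lysozyme gene, a protease gene and a collagen gene. The lysozyme gene ilys-5 (F22A3.6) went from a log2 value of 13.43 at Day 6 to 4.76 at Day 15, a change of -8.67 (standard error 0.44, adjusted p = 1.5e-06, n = 3 arrays per age). The aspartyl protease gene asp-13 (F28A12.4) fell by 7.90 (standard error 0.18, adjusted p = 6.4e-08), to a Day 15 level of 3.03, which is 121-fold with values under 4 set to 4. The cuticle collagen gene col-101 (K02D7.3) fell by 7.86 (standard error 0.73, adjusted p = 3.4e-05; 200-fold with the same floor), and K12H4.7, a predicted serine carboxypeptidase, by 7.84 (standard error 0.19). C23H5.8, F28H7.3 and hrg-11.2 (F28B4.3) had log2 changes of -8.90, -8.74 and -8.51, and all 3 had Day 15 means under 4. With values under 4 set to 4, their falls were 278-fold, 156-fold and 165-fold. A fall of 10-fold or more was found for 337 genes, 2.87% of those tested, and a rise of that size for 537. For each of the 409 probe sets in Table S1, the difference between the Day 15 and Day 6 means lay within 0.001 of the log2 value that the paper prints.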

To determine whether this subset of genes included those which are important for conferring resistance to infection, we asked if genes previously shown to be upregulated during an infection in young adult *C. elegans* were in our list and found a 7-fold enrichment (*p* = 1.2×10^−21^) for genes induced by *P. aeruginosa* infection [13]. Moreover, several significant Gene Ontology (GO) terms associated with genes induced by pathogen exposure [14], [20], [21] were found among the genes that are most downregulated during mid-to-late adulthood, including “peptidase activity,” “hydrolase activity,” and “lipid metabolic activity” (Table S2).

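Most of the genes tested that are known to be induced by *P. aeruginosa* were lower at Day 15 than at Day 6. Of 15 such genes, 10 fell and 5 did not pass the test (11 fell when adjusted over the list alone), and 8 of them fell by 10-fold or more (9 fell, 7 of them by 10-fold, with values under 4 set to 4). The infection response gene irg-4 (F08G5.6) fell by 6.32 on the log2 scale (standard error 0.30, adjusted p = 1.1e-06, n = 3 arrays per age), to a level near background at Day 15 (43.6-fold with values under 4 set to 4). The change of irg-2 (C49G7.5) was -0.14 (standard error 1.09, adjusted p = 0.933). Its error comes mainly from the L4 arrays (SD 2.74), as the SD was 0.11 at Day 6 and 0.37 at Day 15. The median change of the group was -3.57 (adjusted p = 9.0e-08 from camera, and adjusted p = 0.0332 with an estimated correlation). Its 8 members in Table S1 are not independent evidence, and the other 7 had a median change of -1.01 (adjusted p = 0.0449 from camera). Among these 7, F55G11.8 and dod-22 (F55G11.5) lay under 4 at both adult ages. Each had a change of 0.00 with values under 4 set to 4, and the test of the 7 was not repeated with that floor. The list shares genes with that of PMK-1-regulated genes, among them T24B8.5, C17H12.8, lys-2, irg-4 and dod-24. The lysozyme list also holds lys-2, and the C-type lectins include the PMK-1-regulated clec-67 and clec-85. These lists are therefore not separate lines of evidence.

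Families of immune effectors held genes that moved in opposite directions. Of 12 lysozyme genes, which encode enzymes that break down bacterial cell walls, 8 fell and 3 rose, with the same counts when adjusted over the list alone. The lysozyme gene lys-4 (F58B3.1) fell by 6.23 (standard error 0.19, adjusted p = 1.4e-07), while lys-3 (Y22F5A.6) rose by 4.57 (standard error 0.22, adjusted p = 1.2e-06), from 5.41 to 9.98. The lysozymes had a median change of -2.97 (adjusted p = 0.00309, and adjusted p = 0.104 with an estimated correlation), and -2.25 with the floor at 4. Of 87 C-type lectin genes, 45 fell and 13 rose (45 and 14 when adjusted over the list alone). In this family clec-86 (C54D1.2) fell by 6.89 (standard error 0.42; 57.3-fold with the floor at 4) and clec-41 (B0365.6) by 6.40 (standard error 0.68). The gene clec-151 (F10F2.7) rose by 4.65 (standard error 0.51), from 4.80 to 9.46, and its level in L4 larvae was 8.75. The median of the family was -1.10 (adjusted p = 2.5e-07, and adjusted p = 0.104 with an estimated correlation), and -0.67 with values under 4 set to 4, where 36 fell and 10 rose. Over all alternatives run, this median ranged from -2.57 to -0.06. Of 15 saposin-like genes, whose family includes antibacterial proteins, 8 fell and 1 rose, as when adjusted over the list alone. The gene spp-4 (T08A9.8) fell by 6.49 (standard error 0.26; 53.8-fold with the floor at 4) and spp-27 (K04A8.21) rose by 4.39 (standard error 0.23). Their median was -1.34 (adjusted p = 0.00663, and adjusted p = 0.221 with an estimated correlation). Without the members in Table S1, the median was 0.63 for 6 lysozymes (adjusted p = 0.7), -0.33 for 63 C-type lectins (adjusted p = 0.0907) and -0.50 for 13 saposin-like genes (adjusted p = 0.0786).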

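Most of the cathepsin-like proteases tested were lower at Day 15, and so were some of the enzymes of lipid metabolism. Of 18 genes for aspartyl and cysteine proteases, 15 fell, 1 rose and 2 did not pass the test, with the same counts when adjusted over the list alone. The cysteine protease gene cpr-5 (W07B8.5) fell by 5.59 on the log2 scale (standard error 0.25, adjusted p = 9.2e-07, n = 3 arrays per age) and cpr-9 (F57F5.1) by 3.79 (standard error 0.17, adjusted p = 1.0e-06). The member that rose was cpr-2 (F36D3.9), from 2.52 to 8.84 (standard error of the change 0.23, adjusted p = 3.3e-07), a rise of 28.7-fold with values under 4 set to 4. The median of these proteases was -2.89 (adjusted p = 1.8e-07 from camera, and adjusted p = 0.104 with an estimated correlation), and -2.52 with the same floor. Of 57 genes for enzymes of lipid metabolism, 27 fell, 4 rose and 26 did not pass the test, again as when adjusted over the list alone. Among them the lipase gene lipl-1 (F54F3.3) fell by 4.73 (standard error 0.58, adjusted p = 1.9e-04; 16.6-fold with the floor) and the acyl-CoA dehydrogenase gene acdh-1 (C55B7.4) by 4.56 (standard error 0.49, adjusted p = 8.0e-05; -3.47 with the floor). Another acyl-CoA dehydrogenase gene, acdh-8 (K05F1.3), rose by 4.04 (standard error 0.32), and the fatty acid elongase gene elo-7 (F56H11.3) rose by 3.25 (standard error 0.44; 6.01-fold with the floor). Both were higher still in L4 larvae, at 11.27 and 8.13. The lipid enzymes had a median of -0.80 (adjusted p = 5.6e-05, and adjusted p = 0.204 with an estimated correlation). GO terms were not analysed here.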

**Figure 3:**
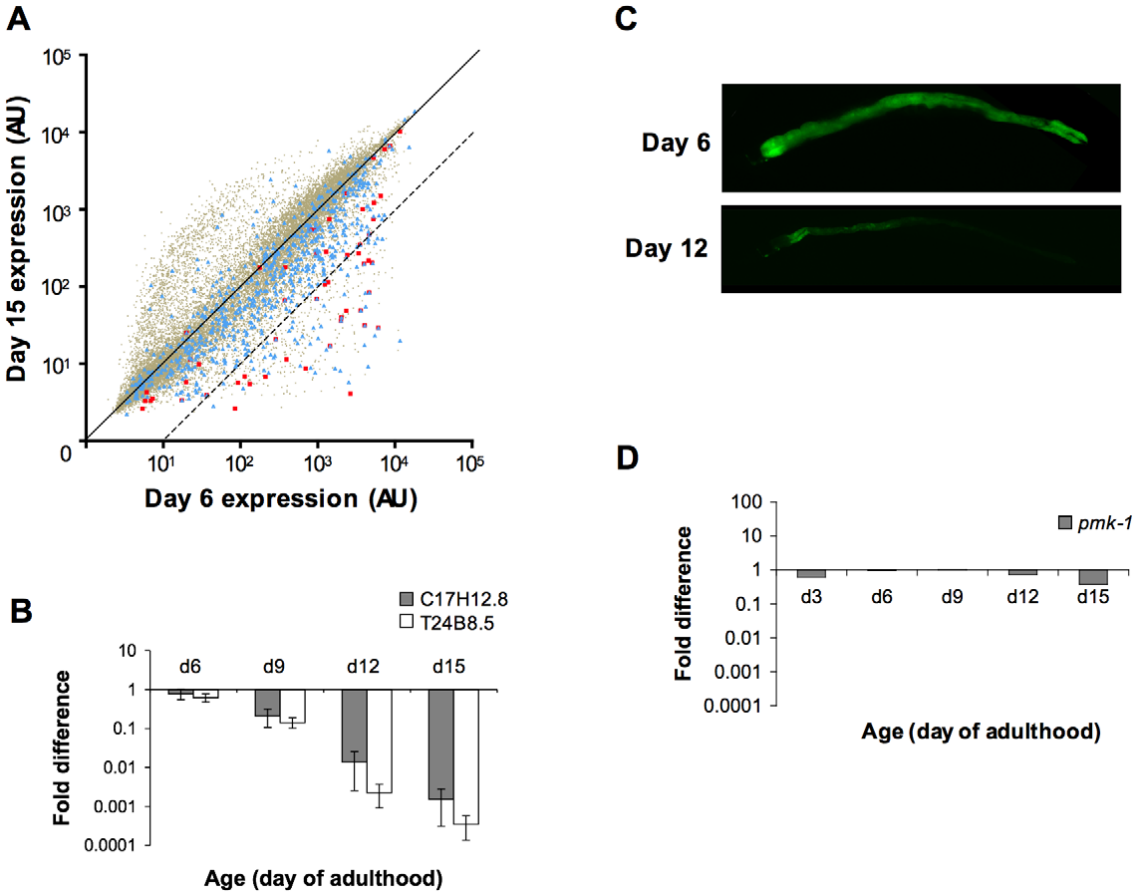
A decline in expression of PMK-1 transcriptional targets during aging in the *C. elegans* intestine. (A) Scatter plots comparing gene expression levels in the *C. elegans* wild type N2 strain at Day 15 versus Day 6 of adulthood. Each dot represents an individual gene; brown, all genes on the full-genome microarray; blue, genes previously shown to exhibit enriched expression levels in the *C. elegans* intestine; red, genes previously identified as being regulated by the PMK-1 pathway. Genes on the solid diagonal line are expressed at equivalent levels at both time points. Genes below the dashed diagonal line are downregulated by more than 10-fold between Day 6 and Day 15 of adulthood. (B) qRT-PCR of endogenous C17H12.8 and T24B8.5 mRNA levels during aging relative to expression at Day 3 of adulthood. The average of three experiments using independent biological replicates of total RNA for cDNA synthesis is shown. Bars indicate standard deviation. (C) Fluorescence microscopy of *C. elegans* carrying the *agIs219* transgene, a GFP reporter of PMK-1 activity, at the indicated ages. (D) qRT-PCR of *pmk-1* transcript levels during aging relative to expression at L4. The average of two experiments using independent biological replicates of total RNA for cDNA synthesis is shown.

**Table 1:** Distribution of intestine-enriched genes and PMK-1 transcriptional targets among genes downregulated at Day 15 versus Day 6 of adulthood.

		Day 15/Day 6 Expression Level		
Genes	Number of Genes	≥2-fold Decrease	≥10-fold Decrease	*p*-value
Whole genome	∼20,000	2535/20,000	379/20,000	
Intestine-enriched	659	305/659	60/659	2.0×10^−24^
PMK-1 targets	58	42/58	26/58	8.7×10^−30^

The number of intestine-expressed genes (based on a list compiled from previous studies [24], [25]) and PMK-1 transcriptional targets (identified previously [13]) with levels of expression reduced by either ≥2-fold or ≥10-fold in Day 15 animals compared to expression levels in Day 6 adults is reported. The statistical significance of the fold difference among genes downregulated by 10-fold or more between Day 6 and Day 15 of adulthood is represented by a hypergeometric *p*-value.

GO analysis of genes downregulated between Days 6 and 15 of adulthood in *C. elegans* revealed an enrichment for some of the same GO terms associated with the transcriptional targets of both PMK-1 and DAF-16, a conserved FOXO transcription factor that, in the absence of inhibition through the insulin signaling pathway, upregulates the expression of genes involved in lifespan determination, stress response, and innate immunity [13], [22], [23] (Table S2). We examined the expression levels of downstream targets of PMK-1 and DAF-16 among genes that are downregulated during aging. When mapped onto a scatter plot comparing gene expression in Day 15 adult *C. elegans* to expression levels in Day 6 adults, almost all PMK-1 targets show sharp downregulation (Figure 3A). 

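Of 15 genes known to be regulated by PMK-1, 13 fell from Day 6 to Day 15 and 2 did not pass the test, with the same counts when adjusted over the list alone. The lysozyme gene lys-2 (Y22F5A.5) fell from a log2 value of 11.98 to 4.98 (standard error of the change 0.35, adjusted p = 1.4e-06, n = 3 arrays per age). The carboxypeptidase gene F13D12.6 (ctsa-1.2) fell by 7.70 (standard error 0.23, adjusted p = 1.3e-07), K08D8.5 by 4.86 (standard error 0.23, adjusted p = 1.0e-06; 10.1-fold with values under 4 set to 4) and irg-5 (F35E12.5) by 3.57 (standard error 0.32, adjusted p = 2.8e-05). The antimicrobial peptide gene nlp-31 (B0213.6) had a change of -0.03 (standard error 0.37, adjusted p = 0.965), and mul-1 (F49F1.6) had a change of -0.65 (standard error 0.37, adjusted p = 0.185). Markers of the intestine, where PMK-1 acts in defense, had a median change of -1.24 over 24 genes. Of the 15 genes, 10 stand in Table S1 and are not independent evidence, and F13D12.6 and K08D8.5 were put on the list from that table. The other 5, of which 3 fell, had a median change of -1.67 (adjusted p = 0.069 from camera).

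**Figure D1:**
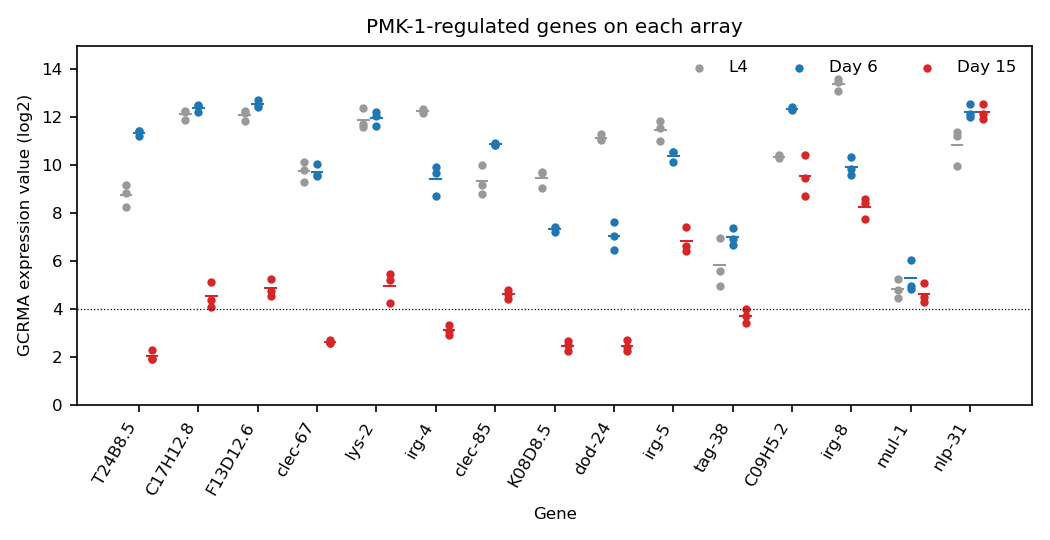
GCRMA expression values (log2, vertical axis) of 15 PMK-1-regulated genes (horizontal axis) on each array, with a point per array, a bar at the mean of the 3 arrays of an age and a dotted line at 4. For lys-2, the Day 6 mean is 11.98 and the Day 15 mean is 4.98; for nlp-31, both ages lie together.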

DAF-16 targets, however, exhibit a pattern that is more representative of the genome-wide changes in expression that occur during aging. Specifically, while the expression levels of many DAF-16 targets either remain unchanged or decrease, other target genes appear to be upregulated during mid- to late adulthood, suggesting that DAF-16 remains active later in life, in contrast to the apparent age-dependent decline in PMK-1 activity (Figure S1).

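Genes known to be activated by DAF-16 moved in both directions, but more of them fell than rose. Of 22 such genes, 12 fell, 2 rose and 8 did not pass the test (12 fell and 3 rose when adjusted over the list alone). Those that fell are 54.5% of the list, against 17% of all genes tested (1-sided Fisher's exact test, adjusted p = 2.1e-04). Falls of 10-fold or more were enriched too (adjusted p = 0.0012 from the same test). Without the 5 members in Table S1, 7 of 17 fell and 2 rose. The paper describes its own DAF-16 targets as closer to the genome-wide pattern, and that list was not tested here. The gene dod-6 (T20G5.7) fell by 4.59 on the log2 scale (standard error 0.31, adjusted p = 6.4e-06, n = 3 arrays per age), and the lysozyme gene lys-8 (C17G10.5) by 4.38 (standard error 0.17, adjusted p = 4.4e-07). The small heat shock gene hsp-12.6 (F38E11.2) rose from 2.85 to 6.77 (standard error of the change 0.34, adjusted p = 2.2e-05), 6.82-fold with values under 4 set to 4. Its relative hsp-12.3 (F38E11.1) rose by 1.72 (standard error 0.47, adjusted p = 0.0164), a call that ends without Day 6 replicate 2 (adjusted p = 0.0633) or without Day 15 replicate 3 (adjusted p = 0.0566). Of 8 genes known to be repressed by DAF-16, 4 fell and 4 did not pass the test (5 fell when adjusted over the list alone), among them dod-19 (ZK6.10), with a change of -1.91 (standard error 0.23; -1.04 with the probe sets of dod-19 not marked as matching several transcripts). The transcript of daf-16 (R13H8.1) itself had a change of 0.16 (standard error 0.15, adjusted p = 0.441). The activated genes had a median of -1.28 (adjusted p = 0.00301 from camera, and adjusted p = 0.274 with an estimated correlation), and the repressed genes one of -1.02 (adjusted p = 0.00301, and adjusted p = 0.221 with an estimated correlation), or -0.67 with values under 4 set to 4. The mean change of the 15 PMK-1-regulated genes differed from that of the 22 genes activated by DAF-16 by -3.76 (2-sided permutation test over genes, p = 1.8e-04). Of these, 10 of the former and 5 of the latter stand in Table S1 and are not independent evidence. This comparison was not repeated without them, and the other 5 PMK-1-regulated genes had a median of -1.67. Genes are not independent replicates, so the p-value holds for the genes listed and not for new animals. The median of the activated genes was -0.60 with probe sets not marked as matching several transcripts (adjusted p = 0.134) and -0.66 without the members in Table S1 (adjusted p = 0.14). From the patterns of both sets of targets, the paper proposes that DAF-16 stays active in late adulthood while PMK-1 activity declines.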

Of the genes that are downregulated by at least 2-fold in older adult animals, 42 have previously been shown to be regulated by the PMK-1 p38 MAPK pathway [13]. A total of 26 of these PMK-1 transcriptional targets are among the 379 genes that are sharply downregulated late in aging, which represents a dramatic and significant 24-fold enrichment (*p* = 8.7×10^−30^) for PMK-1-regulated genes among genes exhibiting markedly decreased expression levels between Day 6 and Day 15 of adulthood. This enrichment is particularly evident when highlighting PMK-1-regulated genes on a scatter plot of expression levels of Day 15 versus Day 6 adults (Figure 3A). 

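The C-type lectin genes clec-67 (F56D6.2) and clec-85 (Y54G2A.6) are 2 of 10 PMK-1-regulated genes, among 15 tested, that fell by 10-fold or more. The former fell by 7.09 on the log2 scale (standard error 0.24, adjusted p = 2.2e-07, n = 3 arrays per age), 53.1-fold with values under 4 set to 4, and the latter by 6.26 (standard error 0.29, adjusted p = 1.0e-06). Smaller falls were those of tag-38 (spl-2, B0222.4), by 3.28 (standard error 0.46; 7.98-fold with the same floor), of the ion pump gene catp-3 (C09H5.2), by 2.81 (standard error 0.37), and of irg-8 (ZK6.11), by 1.67 (standard error 0.29). Falls of 2-fold or more made up 86.7% of the 15 genes, against 17% of all genes tested (1-sided Fisher's exact test, adjusted p = 5.0e-08). Falls of 10-fold or more were enriched too, against 2.87% of all genes tested (adjusted p = 1.3e-11 from the same test). The median change of the group was -4.86 (adjusted p = 1.0e-09 from camera, and adjusted p = 0.0132 with an estimated correlation), and -3.57 with values under 4 set to 4, where 9 fell by 10-fold or more. The 10 genes that fell by 10-fold or more are those of the list in Table S1, so their enrichment is not independent evidence.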

Quantitation of endogenous transcript levels of two PMK-1 targets in wild type *C. elegans* during mid- to late adulthood by qRT-PCR confirmed that a gradual decline in the expression of PMK-1-regulated genes indeed occurs between Day 6 and Day 15 of adulthood and is most pronounced after Day 9 (Figure 3B). Furthermore, this analysis corroborated the magnitudes of the changes that were measured by microarray-based expression profiling. 

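On the arrays, the transcripts of T24B8.5 and C17H12.8 were abundant at Day 6 and low at Day 15, where T24B8.5 lay under 4 and C17H12.8 just above it. T24B8.5 (sysm-1) had log2 values of 11.36 ± 0.12 (SD, n = 3) at Day 6 and 2.04 ± 0.21 (SD, n = 3) at Day 15, with 8.76 ± 0.46 (SD, n = 3) in L4 larvae. Its change from Day 6 to Day 15 was -9.33 (standard error 0.24, adjusted p = 8.9e-08 from limma), or 165-fold lower with values under 4 set to 4. C17H12.8 had log2 values of 12.41 ± 0.15 (SD, n = 3) at Day 6 and 4.55 ± 0.55 (SD, n = 3) at Day 15, with 12.13 ± 0.20 (SD, n = 3) in L4 larvae. It fell by 7.86 from Day 6 to Day 15 (standard error 0.27, adjusted p = 2.2e-07 from limma), which is 233-fold. The tubulin gene tba-1 (F26E4.8), the reference of the qRT-PCR, had a change of 0.20 on the arrays (standard error 0.18, adjusted p = 0.403). The arrays cover no age between Day 6 and Day 15.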

Supporting these measurements of endogenous PMK-1 target transcript levels, we also observed diminished expression of the *agIs219* reporter transgene, which consists of the promoter for a transcriptional target of PMK-1, T24B8.5, fused to GFP [12], in the intestinal cells of older adult *C. elegans* (Figure 3C). In sum, these studies indicate a striking age-dependent decline in the expression of PMK-1 transcriptional targets.

Electron microscopy of aging *C. elegans* has revealed dramatic deterioration of multiple tissues, including the intestine, with advancing age [8]. We anticipated that tissue deterioration would result in the global attenuation of the expression of intestinal genes in older adult animals. We compared the gene expression profile for genes differentially expressed at Day 15 versus Day 6 of adulthood with genes previously defined as being expressed in the *C. elegans* intestine [24], [25]. Consistent with the possibility that tissue deterioration causes a global decline in intestinal cell transcription toward the end of life, we found that over 40% of intestine-expressed genes (305/659) are among the genes that are downregulated by at least 2-fold late in aging (Figure 3A and Table 1). 

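Most of the intestine markers and of the body wall muscle genes tested fell from Day 6 to Day 15. Of 24 intestine markers, 14 fell and 10 did not pass the test, with the same counts when adjusted over the list alone. The gene vha-6 (VW02B12L.1), which encodes a subunit of the intestinal proton pump, fell by 3.19 on the log2 scale (standard error 0.20, adjusted p = 4.4e-06, n = 3 arrays per age), while the peptide transporter gene pept-1 (K04E7.2) had a change of -0.12 (standard error 0.21, adjusted p = 0.701), with a mean of 4.13 at Day 6 that leaves little room for a fall. Of 5 vitellogenin genes, which encode yolk proteins made in the adult intestine, 4 fell, as when adjusted over the list alone. The largest fall among them was that of vit-1 (K09F5.2), by 7.37 (standard error 0.22, adjusted p = 1.3e-07). The call of vit-5, with a change of -1.01, ends with arrays centred on the median (-0.94) or with quantile normalization (-0.96). The intestine markers that fell are 58.3% of those tested, against 17% of all genes tested (1-sided Fisher's exact test, adjusted p = 2.3e-05), and their median change was -1.24 (adjusted p = 9.3e-06 from camera, and adjusted p = 0.221 with an estimated correlation). The vitellogenins had a median of -1.23 (adjusted p = 0.00207, and adjusted p = 0.204 with an estimated correlation).

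Of 21 genes of body wall muscle, 13 fell and 8 did not pass the test, as when adjusted over the list alone, with falls of 4.96 for the troponin T gene tnt-2 (F53A9.10; standard error 0.18) and of 3.13 for the troponin I gene unc-27 (ZK721.2; standard error 0.18). Of 22 neuronal genes, 4 fell and 18 did not pass the test (4 fell when adjusted over the list alone), and unc-25 (Y37D8A.23), needed to make the transmitter GABA, fell by 2.66 (standard error 0.23). The median was -1.20 for muscle (adjusted p = 1.7e-07, and adjusted p = 0.104 with an estimated correlation) and -0.70 for neurons (adjusted p = 0.00301, and adjusted p = 0.221 with an estimated correlation). Of 10 pharynx genes, 1 fell, phat-6 (T10B10.6), by 2.33 (standard error 0.34), and the median was -0.06 (adjusted p = 0.546). Of 34 markers of the germ line and oocytes, 1 rose, syp-1 (F26D2.2), by 1.33 (standard error 0.24), and the median was -0.05 (adjusted p = 0.682). Both counts were the same when adjusted over the list alone. The differences between tissues were not tested.

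**Figure D2:**
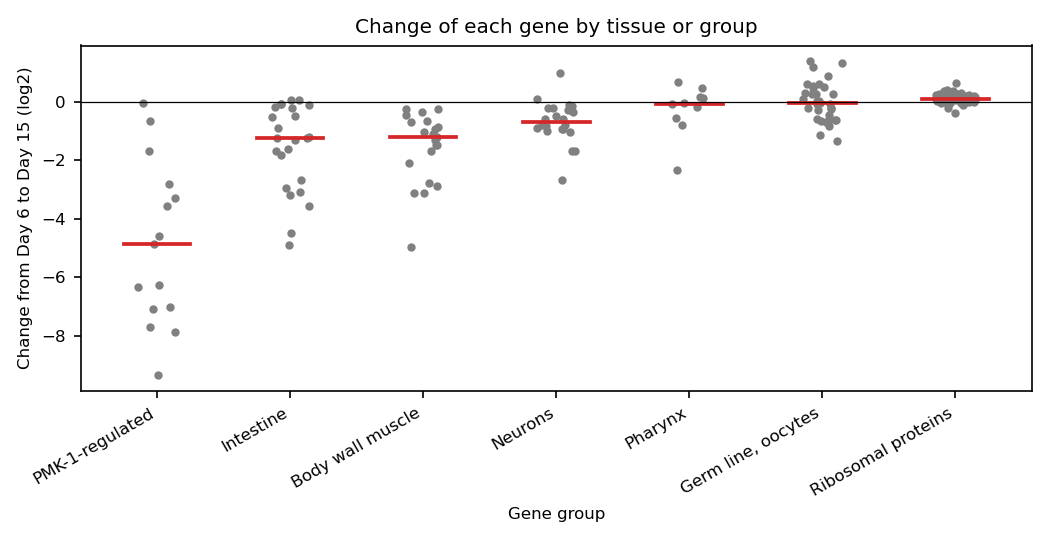
Change of each gene from Day 6 to Day 15 (log2, vertical axis) for 7 groups of genes (horizontal axis), with a point per gene and a red line at the median of the group. The medians are -4.86 for PMK-1-regulated genes, -1.24 for the intestine and -1.20 for body wall muscle; for ribosomal proteins the median is 0.10.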

A total of 60 of these genes were among the 379 genes with a 10-fold or greater decrease in expression in Day 15 adults compared to Day 6 animals (Figure 3A and Table 1). This is greater than the number of intestine-expressed genes expected to be found by chance and represents a 5-fold enrichment (*p* = 2.0×10^−24^) for intestine-expressed genes among those that are the most downregulated in older adult animals.

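Among the 24 intestine markers, the 3 that fell by 10-fold or more on the probe set taken for each gene were elo-5, fat-7 and cpr-1. The fatty acid elongase gene elo-5 (F41H10.7) fell by 4.89 on the log2 scale (standard error 0.23, adjusted p = 1.0e-06, n = 3 arrays per age), and the gut cysteine protease gene cpr-1 (C52E4.1) by 3.57 (standard error 0.19, adjusted p = 1.6e-06). The fatty acid desaturase gene fat-7 (F10D2.9) fell by 4.47 (standard error 0.34, adjusted p = 1.1e-05), and by 6.7-fold with values under 4 set to 4, since its Day 15 mean was 2.27, so that 2 of the markers fell by 10-fold with this floor. Falls of this size were found for 2.87% of all genes tested, and their enrichment among the intestine markers did not pass the test (1-sided Fisher's exact test, adjusted p = 0.0877). Table S1 holds 4 of the 24 markers, which are not independent evidence. These are the 3 above and another that stands there through a probe set not taken here. The count of 10-fold falls and its test therefore depend on the probe set taken. The list of 24 markers is also far shorter than the paper's.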

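T24B8.5, C17H12.8, F13D12.6, clec-67, lys-2, irg-4 and clec-85 all fell by more than elo-5, the intestine marker with the largest fall, also with values under 4 set to 4. These are 7 of the 15 PMK-1-regulated genes tested, and dod-24 (C32H11.12), another of the 15, fell by 4.58 (standard error 0.29, adjusted p = 4.4e-06 from limma, n = 3 arrays per age), which is 8.22-fold with that floor. The mean log2 change from Day 6 to Day 15 was -4.87 over the 15 PMK-1-regulated genes and -1.56 over the 24 intestine markers, a difference of -3.31 (2-sided permutation test over genes, p = 5.0e-05), or -2.88 with the floor (p = 6.0e-05 from the same permutation test). Intestinal genes on other lists fell as far, with asp-13, vit-1 and cpr-5 lower by 7.90, 7.37 and 5.59. In a comparison chosen after seeing the data, against 43 genes that also take in the vitellogenins and the aspartyl and cysteine proteases, the difference was -2.88 (2-sided permutation test, p = 1.6e-04) and 1 of the 15 fell by more than any of the 43. Table S1 holds 10 of the PMK-1-regulated genes, 4 of the 24 intestine markers and 10 of the 43 genes, which are not independent evidence. Without them, 5 PMK-1-regulated genes differed by -0.62 from 20 intestine markers (2-sided exact permutation test, p = 0.269) and by -0.50 from 33 genes of the wider set (p = 0.506 from the same exact test), and neither passes the test. Genes are not independent replicates, so both p-values hold for the genes listed and not for new animals.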

The sharp decline in the expression of transcriptional targets of the PMK-1 pathway with advancing age, even relative to the age-related decrease in intestinal gene expression, suggests that the activity of the PMK-1 pathway fades in late adulthood in *C. elegans*. We asked whether *pmk-1* itself might be regulated at either the level of mRNA, protein, or phosphorylation during aging. By qRT-PCR analysis, we observed that compared to expression levels at the L4 larval stage, *pmk-1* expression showed a relatively modest decline of no more than two-fold in 12- and 15-day-old worms, far less than the degree to which PMK-1 transcriptional target expression was reduced during aging (Figure 3D). In contrast, the levels of PMK-1 protein showed a marked decline starting around Day 9 of adulthood, to the point where by Day 15, <16% of the levels of PMK-1 observed in late larval stage animals remained (Figure 4). Using an antibody that specifically recognizes the doubly phosphorylated activated form of PMK-1, we found a corresponding age-dependent decrease in the levels of activated PMK-1 during aging. Our studies of *pmk-1* transcript and protein levels during aging suggest that diminishing PMK-1 protein abundance is responsible for the attenuated activity of the PMK-1 signaling pathway later in life.

**Figure 4:**
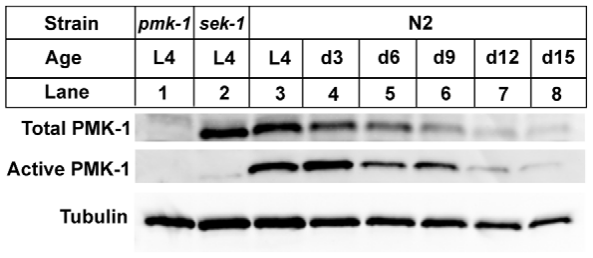
A gradual reduction in the levels of total and activated PMK-1 protein throughout adulthood in *C. elegans*. Immunoblot analysis of total and activated PMK-1 during aging. Total protein isolated from L4 larval stage *pmk-1(km25)* (lane 1), L4 *sek-1(km4)* (lane 2) or L4 and adult wild type N2 strain (lanes 3-8) was separated by SDS-PAGE, and immunoblots were decorated with antibodies to either PMK-1 (Total PMK-1), phosphorylated PMK-1 (Active PMK-1) or β-tubulin (Tubulin).

Previously, we established that mutations that attenuate the activity of the PMK-1 pathway result in enhanced susceptibility to killing by *P. aeruginosa* during larval development and young adulthood [10]. The striking decrease in expression of PMK-1-regulated genes and the observed decline in PMK-1 levels in aging animals suggested a diminished role for the PMK-1 pathway in host defense towards the end of life. Consistent with this prediction, we observed that with advancing age, the difference in survival between wild type and *pmk-1* mutants challenged with *P. aeruginosa* subsides (Figure 5A–5D). Whereas *pmk-1* loss of function shortens the LT_50_ (median time to death) of 3- and 6-day-old adult *C. elegans* challenged with *P. aeruginosa* by 50% and ∼60% respectively, when infection is initiated at Day 9 of adulthood, wild type animals and *pmk-1* mutants die at an equivalent rate.

**Figure 5:**
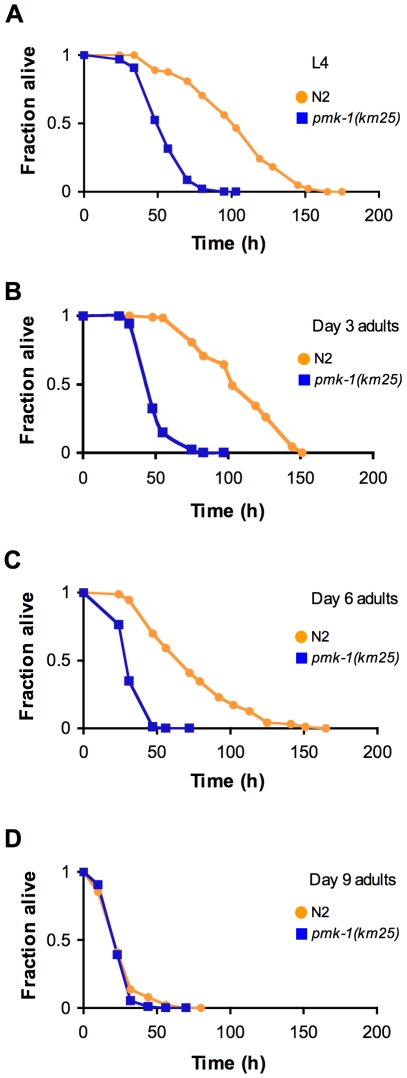
Age-dependent decrease in the contribution of PMK-1 p38 MAPK signaling to *C. elegans* immunity. (A) Survival of wild type strain N2 (orange) and the *pmk-1*(*km25)* mutant (blue) transferred from *E. coli* OP50 to *P. aeruginosa* PA14 at L4, and at Days 3, 6, and 9 of adulthood (B–D, respectively), plotted as fraction of worms alive versus time.

Considering the decrease in abundance of the active, phosphorylated form of PMK-1 during aging (Figure 4) we tested whether inactivating VHP-1, a phosphatase which negatively regulates PMK-1 during larval development in *C. elegans* [26], could rescue the enhanced susceptibility of older adult animals to infection.

We reasoned that reduced VHP-1 function might prevent or delay the decrease in PMK-1 activity that occurs during aging. RNAi-mediated knock-down of *vhp-1* during adulthood failed to improve the resistance of Day 9 adults to *P. aeruginosa* infection (Figure S2). These data provide further evidence to suggest that the age-dependent decline in PMK-1 activity later in life results from the waning abundance of PMK-1 protein and not from a decrease in PMK-1 phosphorylation.

PMK-1 mediates host defense in *C. elegans* by regulating the expression of genes encoding proteins important for the response to infection [13], [14]. In earlier studies, we found that RNAi of individual transcriptional targets of the PMK-1 pathway did not yield a pathogen susceptibility phenotype, indicative of functional redundancy among putative immune effectors regulated by PMK-1 [13]. We repeated this analysis in older *C. elegans*, carrying out the inactivation of 29 individual PMK-1 targets by RNAi to determine if we could phenocopy the susceptibility phenotype of Day 6 *pmk-1* mutants upon infection with *P. aeruginosa* (Figure S3, Figure S4). Included among these genes were several found to be upregulated in response to *P. aeruginosa* infection [13]. For 27 of 29 targets, RNAi-mediated gene inactivationn produced no reproducible effect on pathogen susceptibility. A modest effect on pathogen susceptibility was observed upon RNAi of *nlp-31* (B0213.6) and *tag-38* (B0222.4), but the small effects suggest that downstream targets of PMK-1 primarily function redundantly to mediate innate immunity in aging *C. elegans*, as was observed for young adult *C. elegans* [13].

The standard laboratory food source for *C. elegans*, *E. coli* OP50, is likely pathogenic to aging animals [7], [9], [27]. Therefore, if the role of PMK-1 in host defense is to protect against infection, then the effects of exposure to *E. coli* that mimic an infection should be enhanced by the progressive decline in PMK-1 activity during aging. Intestinal distention due to bacterial packing develops in aging adults [7], with ultrastructural evidence that this accumulation of bacteria can contribute to death [8]. Consistent with the role of PMK-1 in innate immunity, we observed that the *pmk-1* mutant exhibited increased accumulation of *E. coli* with aging relative to wild-type *C. elegans* (Figure 6A). As assessed by intestinal distention, we observed a 5-fold greater prevalence of *E. coli* accumulation within the intestine of *pmk-1* mutants as compared to wild type *C. elegans* at Day 6 of adulthood. Whereas the accumulation of *E. coli* increased in an age-dependent manner, we observed that the difference between wild type and *pmk-1* mutant *C. elegans* diminished with advancing age (Figure 6A). By Day 9 and Day 12 of adulthood, twice as many *pmk-1* mutants exhibited a distended intestinal lumen as compared to age-matched wild type animals, in contrast to the 5-fold difference observed at Day 6 of adulthood. These data corroborate our observations that the contribution of PMK-1 to host defense declines in an age-dependent manner during adulthood.

**Figure 6:**
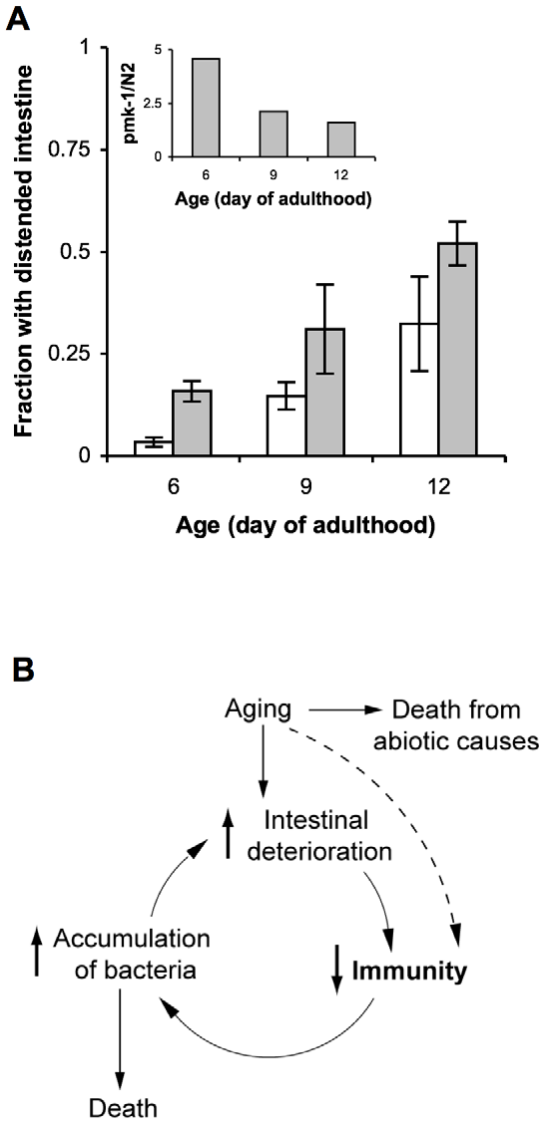
A cycle of intestinal tissue aging, immunosenescence, and progressive intestinal proliferation of bacteria towards the end of life in *C. elegans*. (A) Fraction of wild type N2 *C. elegans* (white bars) or *pmk-1(km25)* mutants (grey bars) maintained on lawns of *E. coli* OP50 that exhibit intestinal distention at Days 6, 9, and 12 of adulthood. Inset, ratio of the average number of *pmk-1* mutants with intestinal distention versus the average number of wild type animals with intestinal distention at Days 6, 9, or 12 of adulthood. (B) As the primary immune cells in *C. elegans*, age-related damage to intestinal cells may impair their ability to execute processes required for immune protection, such as the expression of immune effector proteins, including those regulated by the PMK-1 pathway. The consequent reduction in host defense would lead to increased colonization of the *C. elegans* intestine by pathogenic microbes, which contribute to and amplify intestinal cell deterioration during the infection process. Thus a self-perpetuating cycle of increased intestinal deterioration, decreased immunity, and increased accumulation of bacteria may underlie immunosenescence and significantly contribute to mortality later in life.

## Discussion

### Immunosenescence in *C. elegans*

Although a number of observations in diverse species suggest dysfunction of the innate immune system with aging, how innate immunity changes over the course of the aging process has been unclear. Our data suggest that the diminishing contribution of the PMK-1 pathway to resistance to *P. aeruginosa* infection in aging animals underlies the increasing susceptibility to infection of *C. elegans* with advancing age. The global decline in intestinal gene expression with advancing age is consistent with ultrastructural observations that show a deterioration of intestinal cells with aging. Because the intestinal cells are the principal cells of host defense in *C. elegans*, functioning as a mucosal defense barrier, tissue aging may compromise the ability of these cells to function in resistance to infection. Thus, we hypothesize that the aging of intestinal cells may contribute to immunosenescence which, in turn, as we discuss below, may promote the aging process.

### A cycle of intestinal tissue aging, immunosenescence, and bacterial infection promotes aging and mortality in *C. elegans*

While the activity of the genetic determinants of aging appears to be coordinated among the various tissue types in *C. elegans* [28]–[31], different tissues exhibit distinct degrees of deterioration with advancing age. For example, whereas neurons exhibit minimal evidence of age-related damage in *C. elegans*, intestinal cells exhibit morphological changes during aging, including areas of plasma membrane disruption and the disappearance of microvilli [8]. Stochastic localized aging has also been reported in murine models where mucosal immunity in the gastrointestinal tract may exhibit early aging relative to components of systemic immunity such as the spleen [32]. Unlike the intestinal cells of vertebrates, intestinal cells of *C. elegans* are post-mitotic, and thus bacteria present in the intestinal lumen may accelerate tissue aging during the infection process through the secretion of toxins and other virulence mechanisms. Therefore, investigating the interaction between older adult *C. elegans* and pathogenic bacteria that infect the gut provides a system for understanding the chronic effects of aging on immune function and, in a reciprocal manner, the contribution of innate immunity to tissue aging.

The proliferation of bacteria in the intestinal lumen of aging *C. elegans* suggests two opposing hypotheses regarding innate immune function. One possibility is that increased bacterial packing and proliferation might lead to the pathological activation of innate immune responses that may directly contribute to host lethality. Derangement and hyperactivation of innate immunity is observed in septic shock during overwhelming infection in humans [33]. In this scenario the sustained, excessive activity of the immune system could result in collateral tissue damage that exacerbates age-related deterioration. Indeed, we recently characterized how the innate immune response itself can be lethal during *C. elegans* development in the absence of homeostatic endoplasmic reticulum stress responses [34]. However, we found no evidence of increased immune function in older adult *C. elegans*. Instead our data suggest an alternative situation in which innate immune function declines during aging, likely contributing to progressive bacterial proliferation. Infection has been hypothesized to be a major cause of death in aging worms, based on lifespan extensions conferred by feeding animals killed instead of live bacteria [7], [9] and the aforementioned ultrastructural observations [8]. Because the intestinal cells function as immune cells in *C. elegans*, intestinal tissue deterioration may impair mucosal immune defenses. Taken together with prior observations of intestinal tissue aging and bacterial proliferation in aging animals, our data on *C. elegans* immunosenescence suggest a downward spiral during aging such that a decline in immunity promotes the increased proliferation of bacteria, which in turn, may accelerate intestinal tissue aging and deterioration (Figure 6B). Ultimately, the senescence of innate immunity suggests that aging *C. elegans* lack components of host defense that confer protection from infection earlier in life, allowing for the proliferation of even relatively non-pathogenic bacteria that may substantially contribute to mortality. We speculate that immunosenescence may herald the transition to the terminal stages of the aging process in *C. elegans*.

## Materials and Methods

### *C. elegans* growth for aging and lifespan assays

Animals were synchronized by hypochlorite treatment and L1 arrest. Starved L1 larvae were placed onto NGM plates seeded with *E. coli* OP50 and grown at 20°C to the L4 stage. L4 animals were transferred by chunking to 10 cm NGM plates supplemented with 50 µg/ml 5-fluorordeoxyuridine (FUdR) and seeded with *E. coli* OP50. Worms were maintained on these plates at 20°C until they were used for experiments at Days 3, 6, 9, 12, or 15 of adulthood. Plates that became contaminated or significantly depleted of *E. coli* OP50 over time were discarded.

To determine the lifespan of *C. elegans* wild type strain N2, worms were synchronized and grown to L4 as described above and then picked over to 6 cm *E. coli* OP50-seeded NGM plates containing 50 µg/ml FUdR at 20°C where they were maintained throughout the assay. A total of approximately 100 worms were transferred to three NGM plates (∼30 worms/plate) in each replicate assay. Worms were scored every 2–4 days beginning at Day 7 of adulthood by gently prodding with a platinum wire to test for touch sensitivity as an indication of life or death. Lifespan is defined as the time elapsed from when worms were transferred to FUdR plates (time  = 0 on survival curves) to when they were scored as dead.

### Analysis of bacterial accumulation

To analyze bacterial accumulation in the intestinal lumen during infection with *P. aeruginosa*, worms were transferred from plates containing *E. coli* OP50 to plates containing a strain of *P. aeruginosa* PA14 which expresses GFP [15]. Animals were monitored for the presence of GFP-*P. aeruginosa* within the intestinal lumen by fluorescence microscopy ∼24 h after initiating the infection. At the time of scoring, in order to visualize worms in the absence of interfering GFP signal from the bacterial lawn, worms were transferred from plates containing GFP-*P. aeruginosa* to *E. coli* OP50 plates. At 4x magnification bacterial accumulation was scored according to the following criteria: “none” if no GFP signal could be detected in the intestinal lumen, “partial” if GFP-*P. aeruginosa* was observed in only a portion of the intestine or was dispersedly distributed throughout the intestine, or “full” if a robust GFP signal could be detected without interruption along the entire length of the intestinal lumen.

To measure the prevalence of *E. coli* accumulation within the intestinal lumen during aging, wild type N2 *C. elegans* or *pmk-1* mutants were maintained on lawns of *E. coli* OP50 at 20°C as described above. Beginning at Day 6 and continuing at regular intervals until Day 12 of adulthood, animals were examined for evidence of bacterial packing as manifest in intestinal distention. At each time point, at least 70 worms of each strain were anaesthetized with 10 mM sodium azide and mounted on glass slides for examination by Nomarski microscopy. At 100x magnification animals were scored positive for intestinal distention if sections of their intestinal lumen appeared to be abnormally wide and resulted in the apparent compression of the bordering intestinal cells.

### Isolation of RNA for quantitative RT-PCR and microarray analysis

Synchronized populations of *C. elegans* were generated as described above and then harvested at the indicated ages by rinsing plates with M9 buffer and collecting animals into 15 ml conical tubes. After allowing worms to settle, the supernatant was removed and animals were rinsed with fresh M9. Washed worms were transferred to a screw-capped tube, resuspended in Tri reagent (Ambion) and vortexed before flash freezing in liquid nitrogen for storage at −80°C. Following phenol-chloroform extraction, RNA was precipitated in isopropanol and resuspended in RNAse-free water. For replicate microarray experiments and qRT-PCR, RNA was isolated from three populations of N2 worms that were independently propagated.

### Quantitative RT-PCR (qRT-PCR) analysis

Total RNA was reverse-transcribed using the Retroscript kit (Ambion). The resulting cDNA was used as the template in triplicate qRT-PCR reactions using SYBR Green detection (Roche) in a Mastercycler Realplex (Eppendorf). Primers for amplification of T24B8.5 and C17H12.8 were as described in a previous study [13]. The ΔΔC_t_ method was used determine relative mRNA levels using expression of *tba-1* (primers described previously [35]) as a normalization control. The abundance of *tba-1* did not change during aging (data not shown) when normalized to the levels of either *nhr-23* (primers described previously [13]) or *act-1* (primers described previously [36]).

### RNA hybridization and analysis of microarray chips

RNA was quantified and quality confirmed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.). 100 ng of total RNA was amplified and labeled using the NuGEN Ovation RNA amplification v2 kit (NuGEN Technologies, Inc.) according to the manufacturer's instructions. Samples were hybridized to GeneChip *C. elegans* genome microarrays at 45°C for 16 h, and chips were scanned using an Affymetrix GeneChip Scanner 3000 7G (Affymetrix Inc.). Absent/present calls were generated by analyzing the data with Microarray Suite version 5 (MAS5.0). Processed arrays were normalized and log_2_ expression values output using GCRMA [37]. Microarray data have been deposited in NCBI's Gene Expression Omnibus and are accessible online through GEO Series accession number GSE21784 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE21784).

### Statistical analysis of microarray data

The GCRMA output was filtered such that genes without at least one present call were eliminated. For the remaining genes, log_2_ expression values were normalized by first calculating the mean of the expression values of all replicates at all time points for an individual gene and then subtracting the result from every expression value corresponding to that gene in all of the replicates. To determine age-dependent changes in gene expression the mean log ratio of gene expression at two different points during aging was calculated, and a 2-tailed unpaired Student's *t* test was used to identify genes with statistically significant (*p*-value ≤0.05) changes in expression levels as a function of age.

Lists of genes with significant changes in expression during aging were queried for the presence of transcriptional targets of PMK-1 or for genes with enriched levels of expression in the *C. elegans* intestine. PMK-1 targets were identified in a previous study [13] and are defined as genes upregulated by 2.5-fold or greater in *glp-4(bn2)* versus *glp-4 (bn2)*; *sek-1(ag1)* with a *p*-value of <0.05 (t-test). A list of genes with enriched intestinal expression was compiled by combining the unique results from SAGE library analysis of intestinal tissue isolated from adult *C. elegans* [24] and from microarray-based studies of intestine-expressed genes in L4 larval stage animals [25]. In cases where no CDS identifier was available in the WormBase genome database (http://www.wormbase.org), the gene was excluded from comparison to our microarray data.

To determine the fold enrichment of PMK-1 target genes, PA14-induced, or intestine-expressed genes in our data sets, the fraction of target genes in a given data set (e.g. 26 PMK-1-regulated genes/379 genes with decreased expression at Day 15 versus Day 6) was divided by the fraction of target genes present in the *C. elegans* genome (e.g. 58 total PMK-1 targets/20,000 genes in the genome). *p*-values for fold enrichment were determined by calculating hypergeometric distribution. Significant GO ontology terms associated with subsets of genes in the microarray experiments were identified using the web-based application FatiGO (http://babelomics3.bioinfo.cipf.es/) [38]. Scatter plots were constructed by plotting average raw transformed intensities from three independent biological replicates for each gene on the GeneChip *C. elegans* genome microarrays using GraphPad Prism (version 4.0b).

### Immunoblot analysis

To prepare total protein lysates for western analysis, worms were harvested as described above for RNA isolation, except that after transferring animals to a screw-capped tube, the supernatant was replaced with 300 µl of SDS Sample Buffer (4% sodium dodecyl sulfate [SDS], 100 mM Tris·Cl pH 6.8, 20% glycerol). After boiling worms for 15 min, insoluble material was pelleted by centrifuging tubes at 10,000 g for 5 min, and the supernatant was transferred to a new tube which was immediately frozen at −80°C for storage until further analysis. The amount of total protein present in the lysates was determined using a BCA Protein Assay kit (Pierce). To prepare samples for SDS-PAGE, 100 mM dithiothreitol (DTT) and 0.1% bromphenol blue were added before boiling for 5 min. Proteins were separated on 10% SDS-PAGE gels (Bio-Rad) and then transferred to nitrocellulose membranes (Bio-Rad) according to the manufacturer's instructions. For western blotting analysis, membranes were probed with anti-PMK-1 antibody ([10]; gift of K. Matsumoto), anti-phospho-p38 (Promega) or anti-β-tubulin (E7, Developmental Studies Hybridoma Bank, Iowa City, Iowa). Immune complexes were detected using HRP-conjugated secondary antibodies (GE Healthcare) followed by chemiluminescence (Amersham ECL Advance Western Blotting Detection Kit, GE Healthcare). Western blots were quantitated using ImageJ 1.43u software (available online at http://rsb.info.nih.gov/ij/download.html).

### RNAi of PMK-1 transcriptional targets, *vhp-1*, and *pmk-1*

RNAi by bacterial feeding using *E. coli* HT115 bearing plasmids corresponding to the transcriptional targets of PMK-1 (obtained from the Ahringer library [39]), *vhp-1* [26] or *pmk-1* [26] was carried out as described [40] with the following modifications. No tetracycline or isopropyl β-D-1 thiogalactopyranoside (IPTG) was added to liquid bacterial cultures. RNAi plates contained a final concentration of 2 mM IPTG to induce expression of RNAi constructs and were not supplemented with tetracycline. For experiments involving RNAi treatment of adult animals, 50 µg/ml FUdR was added to the plates. In experiments involving RNAi of PMK-1 targets, synchronized *C. elegans* L1 larvae were added to RNAi bacteria plates, then transferred to new RNAi plates containing FUdR once they reached the L4 stage where they were maintained until challenged with *P. aeruginosa* at Day 6 of adulthood. For RNAi of *vhp-1*, Day 6 adult *C. elegans* were transferred from *E. coli* OP50 to RNAi food where they were maintained until challenged with *P. aeruginosa* at Day 9 of adulthood.

## Supporting Information

Figure S1 DAF-16 targets are representative of genome-wide changes in expression during aging in *C. elegans*. Scatter plot comparing gene expression levels in the *C. elegans* wild type N2 strain at Day 15 versus Day 6 of adulthood. Each dot represents an individual gene; brown, all genes on the full-genome microarray; red, genes previously identified as being regulated by the DAF-16 pathway [13], [22], [23]. Genes on the solid diagonal line are expressed at equivalent levels at both time points.
(TIF)

Figure S2 Inactivation of VHP-1 during adulthood fails to rescue age-related enhanced susceptibility to pathogen in *C. elegans*. Wild type N2 animals were treated with RNAi directed against *vhp-1* (orange), *pmk-1* (black) or an empty vector (L4440, blue) from Day 6 until Day 9 of adulthood. Survival of RNAi-treated animals transferred to *P. aeruginosa* PA14 at Day 9 of adulthood is plotted as fraction of worms alive versus time.
(TIF)

Figure S3 Functional redundancy among PMK-1 transcriptional targets in *C. elegans* innate immunity (Replicate 1). (A–G) Wild type N2 *C. elegans* were treated with RNAi directed against the indicated PMK-1 transcriptional targets or with empty vector L4440 from the L1 stage until Day 6 of adulthood. Survival of RNAi-treated animals transferred to *P. aeruginosa* PA14 at Day 6 of adulthood is plotted as fraction of worms alive versus time. The results of the first biological replicate are shown.
(TIF)

Figure S4 Functional redundancy among PMK-1 transcriptional targets in *C. elegans* innate immunity (Replicate 2). (A–G) Wild type N2 *C. elegans* were treated with RNAi directed against the indicated PMK-1 transcriptional targets or with empty vector L4440 from the L1 stage until Day 6 of adulthood. Survival of RNAi-treated animals transferred to *P. aeruginosa* PA14 at Day 6 of adulthood is plotted as fraction of worms alive versus time. The results of the second biological replicate are shown.
(TIF)

Table S1 PMK-1 targets downregulated by 10-fold or more in Day 15 adults, relative to expression levels in Day 6 adults. List of PMK-1 targets identified amonggenes with a ≥10-fold reduction in expression levels in Day 15 adults compared to Day 6 expression levels (*p*≤0.05).
(XLS)

Table S2 Significant GO terms associated with genes downregulated by 10-fold or more between Day 6 and Day 15 of adulthood in *C. elegans*. List of Gene Ontology (GO) terms describing biological processes or molecular functions with significant enrichment (*p*<0.05) among genes downregulated during aging in *C. elegans*. For comparison, significant GO terms (*p*<0.05) associated with transcriptional targets of PMK-1 and DAF-16 are also included.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

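Whole-worm RNA of wild type *C. elegans* was measured on 9 GeneChip genome arrays, with 3 of L4 larvae, 3 of Day 6 adults and 3 of Day 15 adults. Each age had 3 independently propagated populations. The authors amplified 100 ng of total RNA per array. They normalized the scans with GCRMA, whose version the paper does not give, and deposited the result as 1 table of log2 expression values per probe set, of which 77 are controls. Their present calls, their filter on these calls and their subtraction of each gene's mean were not used here. Values range from near background to above 14 on the log2 scale, and each array has its median between 5.42 and 5.73.

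Probe sets were joined to genes by the array's annotation, which gives 1 gene for 20766 of them, and 20701 of these have their gene ID in the RefSeq gene table. Each gene was represented by the probe set with the highest mean over the 9 arrays. A gene was tested where the mean of at least 1 age was at least 4, which kept 11758 of 17118 genes. Differences between ages were computed with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), in 1 fit with 3 groups and 6 residual degrees of freedom. A gene was called where its p, adjusted by Benjamini-Hochberg, was under 0.05 and its change at least 2-fold. Where the text prints an adjusted p and a standard error for a gene, both come from this fit. The spread of the L4 arrays therefore enters both, also for changes between Day 6 and Day 15. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

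Before the data were examined, 29 lists of genes were fixed. They come from general knowledge, and the list of PMK-1-regulated genes also holds genes that the paper names and 2 genes, F13D12.6 and K08D8.5, taken from Table S1, as the paper's text does not give its lists of PMK-1, DAF-16 and intestine genes gene by gene. The values of Table S1 had been read by then. Members in Table S1 were left out in an alternative run for this reason. Lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, with the rotation test fry, and with a 1-sided Fisher's exact test of the genes called lower. The p-values of each test were adjusted over the lists. Sets of genes were compared with a 2-sided permutation test of their mean change, with 100000 resamples or by exact enumeration where a set had fewer than 10 genes.

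The genes named in the text follow a rule fixed before the data were examined. It takes the 10 largest changes in each direction between Day 6 and Day 15 among genes called whose 3 arrays of an age all lie beyond those of the other, the 5 largest in each direction for each comparison with L4 larvae, every gene the paper names, up to 4 called members of each list with the largest change and up to 2 that go against their list, and all PMK-1-regulated genes and parts of the p38 pathway. Other genes are named as chosen later where they appear.

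The procedure was tested on simulated data with 200 changed genes. It recovered 91 of 100 genes changed by 10-fold and 51 of 100 changed by 1.5 on the log2 scale, and it called 7 of the unchanged genes and gave 0 a wrong sign. Far more genes, 3922, were called between Day 6 and Day 15, and the adjustment depends on that share. The recovery in the simulation is therefore not that of the real comparison. The alternatives changed the arrays in the fit, the filter, the probe set of a gene, the scaling between arrays, the variance model, the threshold, the test and the floor, left out each array in turn, and took the replicate number as a block. The methods' test of the paper was also run, at an unadjusted p of 0.05 and after adjustment. The number of arrays limits the precision of every value.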

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

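The tests of L4 larvae, of the germ line, of the scaling between arrays, of intestinal RNA and of degraded RNA were chosen after the result was seen. The test of males and the splits of the samples were planned before it.

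The paper counts genes that fall with age, and the number of genes that rise stood out beside it. Between Day 6 and Day 15, 1929 genes rose by at least 2-fold and 537 by at least 10-fold. The L4 arrays, with which the paper reports no comparison, gave 6339 genes changed between L4 larvae and Day 6 and 6934 between L4 larvae and Day 15. For each of the 3 comparisons, the 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.1. In each comparison 1 split, the real one, gave 3922, 6339 and 6934 genes called in that order, and the highest of the other splits gave 0. Of 21 body wall muscle genes 13 fell from Day 6 to Day 15, a tissue that the paper does not discuss there. Of 130 genes of detoxification, 79 fell (81 when adjusted over the list alone) and 6 rose. In that group the glucuronosyltransferase gene ugt-6 (ZC455.4) fell by 6.41 (standard error 0.39; 68.1-fold with values under 4 set to 4) and the glutathione S-transferase gene gst-10 (Y45G12C.2) by 5.10 (standard error 0.17). Their median was -1.74 (adjusted p = 4.1e-11 from camera, and adjusted p = 0.0767 with an estimated correlation), and -1.63 with that floor.

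Of 40 sperm genes, 38 rose from Day 6 to Day 15, with the same count when adjusted over the list alone, and sss-1 (F32B6.5) went from 10.15 in L4 larvae to 4.05 at Day 6 and 8.93 at Day 15. Most of the 10 largest rises taken by the naming rule were also lowest at Day 6, such as Y41C4A.32 (9.83, 5.32 and 11.18) and fbxa-125 (7.37, 3.25 and 8.95). The same held for clec-151 (8.75, 4.80 and 9.46), acdh-8 (11.27, 5.21 and 9.25) and elo-7 (8.13, 3.34 and 6.59). Others, such as lys-3 (5.47, 5.41 and 9.98) and sri-39 (2.29, 3.23 and 9.85), were already low in L4 larvae. Whether the former share a cause with the sperm genes was not tested. The median of the sperm list was 2.1 (adjusted p = 1.4e-12 from camera, and adjusted p = 0.274 with an estimated correlation). Of the explanations, 2 have a value against them, L4 larvae among the old animals and a larger germ line. For the larvae, 64 moulting and cuticle genes at least 10-fold lower at Day 6 than in L4 larvae had a median change of -0.29. By contrast, 16 such sperm genes regained 42% of their L4 level. Markers of the germ line had a median of -0.05. At least 38 sperm genes rose under each scaling between arrays that was tried. Those scalings left the median change of all genes between -0.09 and 0.07. Such a shift is too small to undo these rises, so they do not test scaling as a cause. Males among the Day 15 animals stay a possible explanation: 2 of 11 male markers were detected, with a median change of 1.70, where pkd-2, a gene of male sensory neurons, went from 2.94 to 5.89 (standard error 0.28, adjusted p = 3.9e-05; a change of 1.89 with values under 4 set to 4) and try-5, of the male gonad, from 8.47 to 8.91 (adjusted p = 0.334). These values meet what had been set beforehand for males as the cause, but the demand for at least 3 detected markers was added once they were seen, and with 9 markers under 4 the test is read as undecided; a renewed expression of sperm genes with age was not tested.

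The PMK-1-regulated genes fell, and so did most markers of the intestine, where many of them are expressed. Whether a smaller share of intestinal RNA at Day 15 accounts for part or all of their fall was therefore asked. The test for all of it took a loss of tissue to lower its genes alike. The interquartile range of the 15 log2 changes was 4.00 (3.73 with values under 4 set to 4) against a median standard error of 0.29. It was 4.20 without the 2 genes taken from Table S1. Over the 5 genes outside that table it was 2.15 (1.51 without nlp-31, which is expressed in the epidermis) against a median standard error of 0.37. These spreads argue against a loss that lowers all these genes alike as the whole cause of their changes. The intestine markers did not fall alike either, with quartiles of -2.76 and -0.19. The spread therefore does not set the PMK-1-regulated genes apart from other intestinal genes. How much of each gene's RNA comes from the intestine was not measured, and a loss that differs between genes was not tested. The 5 PMK-1-regulated genes and the 20 intestine markers outside Table S1 cannot be told apart (difference -0.62, 2-sided exact permutation test, p = 0.269). Both sides leave out the genes with the largest falls, so a smaller share of intestinal RNA stays open as part of the cause. At least 13 of the genes fell under each scaling between arrays that was tried. These scalings left the median change of all genes between -0.09 and 0.07. That shift is too small to undo falls of this size, so they do not test scaling as a cause. Degraded RNA at Day 15 stays open: the 5' minus 3' difference of 5 control genes changed by -0.15 (2-sided exact permutation test, p = 0.3, where 0.1 is the smallest p that 3 arrays against 3 allow), with changes of -0.24, -0.47 and -0.32 for the Gapdh, gly14 and actin controls and of 0.21 and 0.08 for catalase and ubiquitin, although ribosomal protein and respiratory chain genes had medians of 0.10 and -0.01, and a fall in PMK-1 activity, as the paper proposes, was not tested by these arrays.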

How the results depend on the processing

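The alternatives were set before the data were examined, except 2 added after seeing the data. With intestine markers joined by vitellogenins and proteases, the PMK-1-regulated genes differed from them by -2.88 (-0.50 without the members in Table S1), against -3.31 from the markers alone (-0.62 without these members). The methods' test on all single-gene probe sets gave 2341 genes lower, 2155 higher, 349 lower by 10-fold and 538 higher by 10-fold. Under every alternative run, each count of called genes over the whole array stayed within 1.5 times the value reported. Counts within lists moved further, as for DAF-16-activated genes, of which 6 instead of 12 fell with probe sets not marked as matching several transcripts. Genes lower at Day 15 than at Day 6 ranged from 1457 to 2550 (1806 to 2166 with 1 array left out), and genes higher from 1492 to 2310 (1828 to 2028). Lower by 10-fold ranged from 231 to 409 (329 to 350), and higher by 10-fold from 410 to 645 (491 to 581). With the replicate block, the counts were 1986, 1940, 337 and 537, and 6343 and 6923 for the comparisons with L4 larvae. The labels describe 3 runs, in each of which part of a population was taken at L4 and the rest aged, but do not say that equal numbers at different ages share a run. Residuals with the same number correlated at -0.06 to 0.19 and over 0.1 in 1 of 9 pairs, so the numbers were not taken as pairs. The share of lower genes among those called was 50.8%, and 47.4%, 54.6% and 51.2% under the 3 other scalings, so whether more fell than rose depends on the scaling. For 120 named genes, 2872 of 2939 values kept their call, 67 lost it and 0 turned.

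Of the lists, 16 lost their call under at least 1 alternative, most often DAF-16-repressed genes (4), and DAF-16-activated genes, lysozymes (once with the sign turned), saposin-like genes, vitellogenins, neurons and the proteasome (3 each). Antimicrobial peptide genes of the epidermis gained a call under 5 alternatives, histone genes under 2 and ribosomal protein genes under 1. For lists that bear on the paper's conclusions the values follow. With probe sets not marked as matching several transcripts, DAF-16-activated genes had a median of -0.60 (adjusted p = 0.134 from camera in limma). Without the members in Table S1, fewer genes were left, with camera in limma giving medians of -0.66 for DAF-16-activated genes (adjusted p = 0.14), -1.67 for PMK-1-regulated genes (adjusted p = 0.069) and, turned in sign, 0.63 for lysozymes (adjusted p = 0.7). With an estimated correlation, medians stayed at -1.24 for intestine markers (p = 0.221), -1.28 for DAF-16-activated genes (p = 0.274) and 2.1 for sperm genes (p = 0.274); the Fisher test of 10-fold falls gave p = 0.0877 for intestine markers. Apart from these settings and from the lost Table S1 members, the cause was not tested. Folds against values under 4 are limited by the background.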

Differences from the paper's values

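No value set beside a number of the paper differs from it by the measure used, a ratio above 1.5 for a count and a gap above the replicate error for a log2 value. The paper counts 2535 genes lower by at least 2-fold and 379 lower by at least 10-fold, against 1993 and 337 here at an adjusted p that the paper did not use. The adjustment is not the whole of this gap, since the methods' unadjusted test on the same genes gave 2130 and 337. Among the alternatives set before the data were examined, probe sets not marked as matching several transcripts gave 1457 and 231, which are further from the paper than this ratio, and all probe sets as units gave 2550 and 409. With the methods' test, 2791 probe sets were lower by 2-fold and 409 by 10-fold. For T24B8.5, a change of -7.36 with values under 4 set to 4, and for C17H12.8, one of -8.17 without Day 15 replicate 3, differ from the log2 values printed in Table S1 by more than the replicate error. The values reported, -9.33 and -7.86, do not. Table S1 holds values of these same arrays, so this match is not independent evidence.

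Table S1 lists 409 probe sets under 378 sequence names, and its 409 probe sets are those lower by 10-fold in the methods' test. In 19 places the sequence name belongs to another probe set of that table with the same log2 value, as for C17H12.8 and the collagen gene col-101 (K02D7.3).

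The paper states that the transcript of pmk-1, measured by qRT-PCR against tba-1, declines modestly by Day 15 from its L4 level. On the arrays, the log2 value of pmk-1 minus that of tba-1 was -4.98 ± 0.99 (SD, n = 3) in L4 larvae, -4.62 ± 0.08 (SD, n = 3) at Day 6 and -4.91 ± 0.16 (SD, n = 3) at Day 15. The change from L4 larvae to Day 15 was 0.08 (2-sided exact permutation test, p = 1, where 0.1 is the smallest p that 3 arrays against 3 allow). On the single L4 arrays the value was -3.84, -5.64 and -5.47, and without L4 replicate 1, 2 or 3 the change was 0.65, -0.25 and -0.17, so its direction depends on the array left out. The paper also states that tba-1, normalized to nhr-23 or act-1 in qRT-PCR, does not change with age. On the arrays, the log2 value of tba-1 minus that of act-1, from a probe set shared with other genes, changed by 0.99 from L4 larvae to Day 15, from -0.92 ± 0.14 (SD, n = 3), and minus that of nhr-23 by -1.47, from 6.30 ± 1.12 (SD, n = 3), so the direction depends on the reference (2-sided exact permutation test, p = 0.1 for both, the smallest possible). The adult ages lay closer together, at -0.14 and 0.06 against act-1 and at 4.89 and 4.83 against nhr-23 on Day 6 and Day 15.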

Other observations

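Other groups of genes gave the following values between Day 6 and Day 15. Of 100 collagen genes, 30 fell and 3 rose, as when adjusted over the list alone, with falls of 6.92 for col-140 (standard error 0.22) and 5.68 for col-124 (standard error 0.24). Their median was -0.47 (adjusted p = 2.3e-05, and adjusted p = 0.346 with an estimated correlation), and 0.00 with values under 4 set to 4. Of 37 genes of histones and DNA replication, 7 rose and 1 fell, again as when adjusted over the list alone, and his-64 rose by 3.21 (standard error 0.38, adjusted p = 1.4e-04), with a median of 0.33 for the list (adjusted p = 0.0806). The antimicrobial peptide genes of the epidermis had 4 falls and 1 rise among 12, the same when adjusted over the list alone, where the rise, of cnc-1 from 2.62, is not called with values under 4 set to 4 (0.53), with a fall of 1.99 for cnc-3 (standard error 0.39) and a median of -0.74 (adjusted p = 0.0893). The gene rpn-6.2 was the member that rose among 33 proteasome genes (2.62, standard error 0.19), whose median was 0.29 (adjusted p = 0.012, and adjusted p = 0.364 with an estimated correlation). Small heat shock genes (11, with 2 risen and 1 fallen) had a median of 0.41 (adjusted p = 0.7), and genes of the endoplasmic reticulum and mitochondrial stress responses (16, with 3 fallen, atf-4 by 1.55) one of -0.09 (adjusted p = 0.506). Medians of the other lists were -0.22 for moulting genes (adjusted p = 0.232), -0.64 for genes of the embryo (adjusted p = 0.539), -0.01 for the respiratory chain (adjusted p = 0.967) and 0.23 for the reference genes of the qRT-PCR (adjusted p = 0.726).

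Components of the p38 pathway gave the following values. The transcript of pmk-1 (B0218.3) had log2 values of 7.67 in L4 larvae, 8.45 at Day 6 and 8.36 at Day 15, a change of -0.09 between the adult ages (standard error 0.33, adjusted p = 0.855). The transcription factor gene atf-7 (C07G2.2) had a change of -0.85 (standard error 0.18, adjusted p = 0.00383), which is less than 2-fold, and sek-1 and vhp-1 had changes of -0.52 and -0.31 (adjusted p = 0.135 and 0.45). Of the 9 genes, 1 fell, tpa-1, by 1.38 (adjusted p = 0.0174), a call of the gene tpa-1 that ends without Day 6 replicate 1 (adjusted p = 0.0608) or, at less than 2-fold, without Day 15 replicate 2 (-0.91). The list had a median of -0.43 (adjusted p = 0.159).

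In the comparisons with L4 larvae, age, the last moult, reproduction and FUdR differ together. The 5' minus 3' difference of the control genes also changed, by -0.67 from L4 larvae to Day 6 (2-sided exact permutation test, p = 0.1, the smallest possible). Single controls differed, with changes of -2.34 for gly14, -0.88 for actin and -0.39 for Gapdh, and of 0.23 for catalase and 0.01 for ubiquitin. L4 replicate 2 stood apart, with a median of 10.82 for markers of the germ line and oocytes against 8.57 and 9.52 on the other L4 arrays, and without it 6721 genes changed to Day 6 and 7212 to Day 15. Cuticle collagens had the largest falls to Day 6, with changes of -10.25 for col-120 and -10.19 for col-39 (standard errors 0.19 and 0.23; 553-fold and 665-fold with values under 4 set to 4), and 75 of 100 collagen genes fell (76 when adjusted over the list alone). The antibacterial peptide gene abf-2 rose by 8.10 (standard error 0.22; 247-fold with that floor), and the lysozyme gene ilys-3 was higher at Day 15 than in L4 larvae by 9.44 (standard error 0.34; 362-fold with that floor). Of 40 sperm genes, 36 fell from L4 larvae to Day 6 (37 when adjusted over the list alone). With an estimated correlation, every list had an adjusted p of 0.753 in this comparison. The vitellogenin genes had a median change of 0.39 from L4 larvae to Day 6 (adjusted p = 0.5), and vit-6 had a log2 value of 13.50 in L4 larvae. With yolk genes this near to their adult level, how late the L4 animals were staged is open, which limits every comparison with them. Of the PMK-1-regulated genes, 5 rose and 5 fell from L4 larvae to Day 6, and 12 were lower at Day 15 than in L4 larvae, with a median of -6.73 (adjusted p = 2.1e-06, and adjusted p = 0.0446 with an estimated correlation).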
